A study of Homo sapiens with 9 samples.

How the data were processed

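RNA-seq libraries of the human Ewing sarcoma cell line TC-32 were analysed, 9 in all: 3 labelled RFP (cells carrying the pLOC vector with a red fluorescent protein), 3 labelled ETS1-Low and 3 labelled ETS1-High. Per the labels' protocols, ETS1 was introduced with a lentiviral vector, transduced cells were selected and sorted as single cells, and stranded mRNA libraries were made from total RNA. The column names L and H were read as Low and High. The labels do not say how many clones stand behind each group, nor whether the RFP libraries came from a clone, so the 3 libraries of a group are treated as its replicates and the spread between them is that between libraries as labelled. The groups were taken from the sample titles.

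The authors deposited a table of RSEM expected counts per gene and a table of RSEM FPKM values, per the file headers. Expected counts are estimates that divide reads shared between genes, and between 9.00% and 10.3% of the values per library were not whole numbers. The aligner, the genome build and the annotation are not stated. The deposited FPKM values are scaled to gene length and library size by RSEM, and they entered only as an alternative. The columns of both tables were matched to libraries by name, and 0 columns were left without a library. The count table holds 58381 genes, of which 26816 had a value of 0 in every library. It includes 45 rows for the Y chromosome copy of the pseudoautosomal region, which hold 0.0693% of all counts.

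The total of the expected counts per library ran from 39484704 to 46654734. Before any averaging, replicate libraries were compared by a chi-square statistic per gene over genes with at least 50 counts in the pair. It lay between 2.66 and 5.19 for the 9 pairs, where sampling noise alone gives a value near 1, so each library was counted separately. Such values do not tell separate clones from repeat cultures of 1 clone. The p-values therefore rest on the spread between libraries, which need not cover the spread between clones. Counts come from PCR-amplified libraries without molecular identifiers, so a floor of 3 counts, used as the upper limit where a library shows 0, covers counting error only.

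The expected counts were rounded to whole numbers and tested with the edgeR quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, glmQLFit with robust estimation) after TMM normalisation. Low genes were removed with filterByExpr by group, which left 17235 genes. All 9 libraries entered a single fit with the group as the only factor, and 3 comparisons were drawn from it. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. Calls with a change of at least 2-fold were counted as well. Levels are CPM with TMM-normalised library sizes, given as mean ± SD of the 3 libraries. Where a group had at most 3 counts in each library, the fold is given as a lower bound computed from the floor, since a fitted fold change then depends on the prior count.

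Both ETS1 groups were compared with the same RFP libraries, so their fold changes correlate by construction. The level that this sharing gives was simulated 20 times with unchanged groups. The same simulations gave the level that sharing the ETS1-Low libraries gives between the steps. Graded genes were those called in ETS1-Low against RFP and again, in the same direction, in ETS1-High against ETS1-Low.

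There were 6 gene lists, written before the data were examined from general knowledge of the field: genes activated by EWSR1::FLI1, genes repressed by it, focal adhesion genes, ETS1 targets from other systems, cell cycle genes and interferon response genes. Of the 244 symbols in them, 7 stand in more than 1 list. Lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, two-sided, with adjustment over the 18 tests. fry and camera with an estimated correlation were run beside it.

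The genes named singly follow a rule also fixed before the data were examined. It took ETS1, TNS3, FLI1 and EWSR1. It then took the largest changes in each direction per comparison and among the graded genes, from genes with a mean of at least 100 counts and no overlap between the libraries of both groups. From each list it took up to 3 genes with the smallest p in ETS1-High against RFP. A result that the rule selected is not reported here. XIST, RPS4Y1, DDX3Y, CDKN2A, NR0B1 and NKX2-2 were chosen later.

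Gene positions were taken from GENCODE v44 on GRCh38 by gene identifier, and 17076 of the tested genes (99.1%) were found there. The authors' own annotation is of another, unstated release, so positions are those of GENCODE v44. Fold changes were summarised as medians over windows of 20 Mb that held at least 20 genes with a mean log2 CPM above 1. Values of windows and chromosomes are relative to the median change of all such genes. Shares of lower and higher genes are therefore near balance across the genome by construction.

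The alternatives tried were DESeq2 size factors and upper-quartile factors in edgeR, the DESeq2 Wald test (DESeq2 1.42.0), no filter on low counts, at least 10 counts in every library, the replicate number as a block, fits of only the groups compared, leaving out each library in turn, limma on the FPKM values with a pseudocount of 1 or 0.1, and a test against a minimum 2-fold change (glmTreat). An offset for GC content and an offset for the local median of the 30 nearest expressed genes on each side were chosen after seeing the data.

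The rules for reading some tests were changed in the course of the work. For the slope between the fold changes of both ETS1 groups, the rule set beforehand was a slope over 1, and a stricter rule that uses the ratio of the ETS1 changes was added after the slope was known. For EWSR1, the rule set beforehand was the loss of most of the change, and the question whether the remainder still passed the threshold was added after the result was known. Outcomes under the earlier and the later rules are both given.

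The steps were tested on simulated counts with 200 genes changed 2-fold in ETS1-High, as many up as down, and most other genes unchanged. The edgeR test recovered 97.5% of them with 5.14% false genes among its calls, over 16633 genes. In the data 74.2% of the tested genes were called in ETS1-High against RFP. These rates, and the scaling by TMM, were not tested with so many changed genes. The window summary found 6 of 6 windows on a chromosome 9 shifted by simulation and 0 windows elsewhere, over 153 windows.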

Results

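Gene expression was measured by RNA-seq in the human cell line TC-32, an established Ewing sarcoma line that carries the EWSR1::FLI1 fusion oncogene. The study asked what the transcription factor ETS1 regulates while the fusion is present. Cells with an RFP control vector were compared with cells that ectopically expressed ETS1 at a lower level (ETS1-Low) or at a level set to match that reached after depletion of EWSR1::FLI1 (ETS1-High). Each of the 3 groups had 3 libraries. The totals of expected counts were 46035476, 43930328 and 46256560 for RFP replicates 1 to 3. They were 39484704, 46654734 and 42306113 for ETS1-Low, and 39949333, 46157105 and 45273594 for ETS1-High. Replicate libraries correlated across genes at r of 0.994 to 0.995 in log2 CPM, where genes are not independent replicates. The first principal component held 69.0% of the variance and set RFP apart from both ETS1 groups, and the second held 21.3% and separated ETS1-Low from ETS1-High. The labels give no batch or date, so none could be examined. The 10 most abundant genes took between 7.11% and 9.22% of the counts per library.

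The introduced gene was examined first. ETS1 (ENSG00000134954.14; chromosome 11, 128458761 to 128587558 on GRCh38, minus strand, protein coding) had 2.00 ± 0.17 CPM in RFP, 10.6 ± 0.30 CPM in ETS1-Low and 19.1 ± 0.81 CPM in ETS1-High (SD, n = 3), from 87 to 105, 400 to 488 and 765 to 879 counts per library. The log2 fold change was 3.26 (SE 0.09) in ETS1-High against RFP, with an adjusted p of 4.4e-36 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. In ETS1-Low against RFP it was 2.40 (SE 0.09; adjusted p 4.29e-29, edgeR), and in ETS1-High against ETS1-Low 0.85 (SE 0.07; adjusted p 8.11e-16, edgeR). The order of the libraries followed their labels without overlap. These counts do not separate the vector copy of ETS1 from the endogenous copy. Among the alternatives, FPKM values with a pseudocount of 1 moved this result most, to 1.97 in ETS1-High against RFP on the log2(FPKM + 1) scale, which understates changes of low genes.

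TNS3, which encodes the focal adhesion protein tensin 3, was examined because the study is known to have followed it up as a gene regulated by ETS1. TNS3 (ENSG00000136205.16; chromosome 7, 47275154 to 47582558, minus strand, protein coding) had 22.6 ± 1.1 CPM in RFP, 22.9 ± 0.44 CPM in ETS1-Low and 112 ± 7.60 CPM in ETS1-High (SD, n = 3). It was higher in ETS1-High than in RFP by a log2 fold change of 2.31 (SE 0.04; adjusted p 1.75e-33, edgeR) and higher than in ETS1-Low by 2.30 (SE 0.04; adjusted p 1.83e-32, edgeR). ETS1-Low and RFP differed by less than the spread between libraries, with a log2 fold change of 0.02 (SE 0.05; adjusted p 0.792, edgeR).

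The partner genes of the fusion were examined to see whether their transcripts differed between groups. FLI1 (ENSG00000151702.16; chromosome 11, 128686535 to 128813267, plus strand) rose from 51.9 ± 1.26 CPM in RFP to 60.6 ± 0.99 CPM in ETS1-Low and 70.8 ± 0.54 CPM in ETS1-High (SD, n = 3). Its log2 fold changes were 0.45 in ETS1-High against RFP (adjusted p 7.73e-17, edgeR), 0.22 in ETS1-Low against RFP (adjusted p 1.16e-07, edgeR) and 0.22 in ETS1-High against ETS1-Low (adjusted p 1.21e-07, edgeR). EWSR1 (ENSG00000182944.17; chromosome 22, 29268009 to 29300525, plus strand) had 292.8 ± 5.26, 357.7 ± 2.45 and 371.1 ± 9.10 CPM in RFP, ETS1-Low and ETS1-High. It was higher in ETS1-High by 0.34 (adjusted p 4.22e-15, edgeR) and in ETS1-Low by 0.29 (adjusted p 1.15e-12, edgeR). ETS1-High and ETS1-Low did not differ at the threshold in EWSR1 (log2 fold change 0.05, adjusted p 0.112, edgeR), although the DESeq2 test and the FPKM values placed that difference past it. All of the expected counts of EWSR1 were non-whole, so its reads were partly shared with other genes and its level is uncertain. Exons of FLI1 and EWSR1 overlap antisense genes, and use of strand in the counting is not stated. Gene-level counts do not separate fusion from wild-type transcripts.

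**Figure D1:**
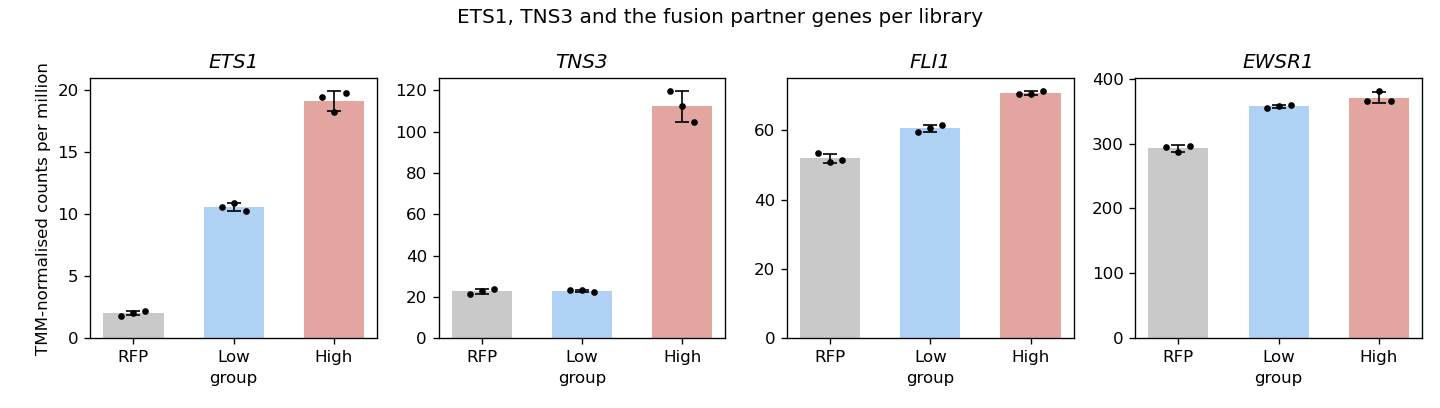
TMM-normalised CPM of ETS1, TNS3, FLI1 and EWSR1 in the RFP, ETS1-Low and ETS1-High groups; bars are means, error bars SD and points the 3 libraries of a group. ETS1 rose in steps from 2.00 to 10.6 and 19.1 CPM, while TNS3 stood at 22.6 and 22.9 CPM in RFP and ETS1-Low and at 112 CPM in ETS1-High.

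Genome-wide, 17235 genes were tested. In ETS1-High against RFP, 12785 genes (74.2%) were called, 6372 higher and 6413 lower, and 3626 of them changed at least 2-fold (1661 higher, 1965 lower). In ETS1-Low against RFP, 12773 genes (74.1%) were called, 6537 higher and 6236 lower, and 3555 changed at least 2-fold (1459 higher, 2096 lower). In ETS1-High against ETS1-Low, 10196 genes (59.2%) were called, 5153 higher and 5043 lower, and 1679 changed at least 2-fold (1043 higher, 636 lower). The median absolute log2 change among called genes was 0.53, 0.53 and 0.36 in these comparisons. The alternative that moved the 2-fold counts most was FPKM with a pseudocount of 1 on genes with a mean FPKM of at least 1, which gave 1257, 1219 and 430 genes. FPKM without a filter on low values moved the share of higher calls from 49.8% to 38.4% in ETS1-High against RFP and from 51.2% to 36.8% in ETS1-Low against RFP.

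Among the large rises in ETS1-High against RFP under the naming rule were those of GALNT5, PLPPR4 and TNFAIP6. PLPPR4 (ENSG00000117600.12; chromosome 1, 99264292 to 99309590) reached 7.52 ± 0.47 CPM, at least 120.2-fold higher than in RFP. GALNT5 (ENSG00000136542.8; chromosome 2, 157257705 to 157318491) rose from 0.61 ± 0.09 CPM in RFP to 284.9 ± 8.81 CPM in ETS1-High and 342.8 ± 3.49 CPM in ETS1-Low, with log2 fold changes of 8.86 (adjusted p 6.26e-61, edgeR) and 9.12 (adjusted p 8.76e-62, edgeR). TNFAIP6 (ENSG00000123610.4; chromosome 2, 151357592 to 151380046) reached 35.8 ± 0.39 CPM in ETS1-High and 42.9 ± 0.75 CPM in ETS1-Low, with log2 fold changes of 8.70 and 8.96. The genes around GALNT5 and TNFAIP6 were themselves higher in ETS1-High than in RFP, by local medians of 0.81 and 0.79.

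Among the large falls in ETS1-High under the naming rule were those of LIN28A, FABP7, VCAN and CNTNAP2. FABP7 (ENSG00000164434.11; chromosome 6, 122779716 to 122784074) had 400.2 ± 1.99 CPM in RFP and 1 to 3 counts per library in ETS1-High, at least 5737-fold lower. VCAN (ENSG00000038427.15; chromosome 5, 83471618 to 83582303) fell from 114.8 ± 1.47 CPM to at most 3 counts, at least 1645-fold lower. CNTNAP2 (ENSG00000174469.20; chromosome 7, 146116002 to 148420998) fell from 88.9 ± 7.03 CPM, at least 1274-fold lower. LIN28A (ENSG00000131914.10; chromosome 1, 26410817 to 26429728) fell from 23.8 ± 1.33 CPM to 0 counts in the ETS1-High libraries, at least 340.7-fold lower. In ETS1-Low these 4 genes had between 0 and 11 counts per library.

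In ETS1-Low against RFP the rule added NOS1 among the rises, and SLITRK5, IRS4 and GRIA4 among the falls. NOS1 (ENSG00000089250.18; chromosome 12, 117208142 to 117452170) had 56.4 ± 1.02 CPM in ETS1-Low, at least 901.5-fold above RFP, and 0.95 ± 0.19 CPM in ETS1-High. SLITRK5, IRS4 and GRIA4 had 22.6 ± 1.70, 16.1 ± 0.83 and 13.5 ± 0.69 CPM in RFP and 0 counts in the ETS1-Low libraries. They were at least 310.4-fold, 220.8-fold and 185.1-fold lower. In ETS1-High they had 2 to 4, 0 to 1 and 0 to 1 counts per library, so both ETS1 groups shared these falls.

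In ETS1-High against ETS1-Low the naming rule selected the rises of ZNF385D, ZNF804A and CHRDL1. ZNF385D (ENSG00000151789.10; chromosome 3, 21412218 to 22373321) had 0.83 ± 0.16 CPM in RFP, at most 1 count in an ETS1-Low library and 11.3 ± 0.85 CPM in ETS1-High, at least 155.2-fold above ETS1-Low. ZNF804A and CHRDL1 reached 5.97 ± 0.65 and 12.3 ± 0.93 CPM in ETS1-High, at least 82.1-fold and 169.3-fold above ETS1-Low. Local medians around ZNF804A and CHRDL1 were higher by 0.31 and 0.58 in this comparison. PDLIM1 (ENSG00000107438.8; chromosome 10, 95237572 to 95291012) had 5.11 ± 0.36 CPM in RFP, 16.9 ± 0.27 CPM in ETS1-Low and 0 counts in the ETS1-High libraries, at least 242.2-fold below ETS1-Low. NRK had 10.98 ± 0.36 CPM in ETS1-Low and 0.18 ± 0.05 CPM in ETS1-High, a log2 fold change of -5.92 (adjusted p 2.09e-33, edgeR), against a local median higher by 0.66.

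Both ETS1 groups were then compared in what they changed against RFP. There were 10713 genes called in both comparisons, 9609 of them (89.7%) in the same direction and 1104 in opposite directions. Across all tested genes the log2 fold changes correlated at Pearson's r of 0.81 and Spearman's rho of 0.75; r was 0.70 with no filter on low counts. Sharing the RFP libraries alone gave a mean r of 0.48 (0.45 to 0.50) in 20 simulations of unchanged groups. The share of genes with the same sign was 79.1%, against a mean of 66.0% in those simulations. Of the genes changed at least 2-fold and called, 2505 were so in both comparisons with the same direction and 80 with opposite directions.

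**Figure D2:**
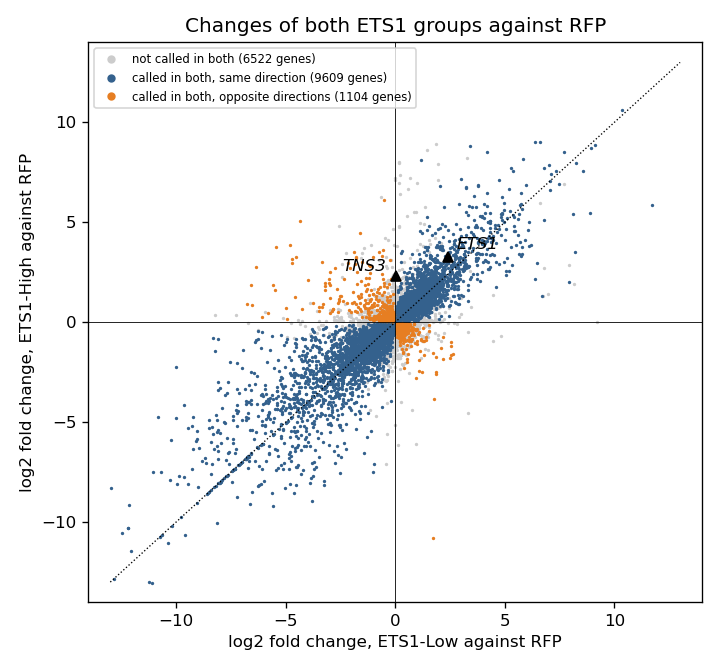
Log2 fold change against RFP in ETS1-Low (horizontal axis) and ETS1-High (vertical axis) for the 17235 tested genes, a point each, coloured by whether both comparisons called the gene; the dotted line marks equal change. Of the 10713 genes called in both, 9609 lie in the quadrants of equal sign; fitted values of genes at the floor of counts in a group depend on the prior count.

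Graded genes, which followed the order RFP, ETS1-Low, ETS1-High in called steps, numbered 2819 (1634 rising, 1185 falling). Of the 8318 genes called in both steps, 5499 moved in opposite directions. The steps share the ETS1-Low libraries, which favours opposite directions by construction. Over all tested genes, called or not, 60.1% had opposite signs in the steps. The mean in the 20 simulations of unchanged groups was 67.2%. Those simulations held 0 graded genes, so they give no level for the genes called in both steps. Whether graded genes are more common than the shared libraries give was therefore not tested. At least 2-fold in each step was reached by 281 graded genes. The rule named ATOH8, ENPP2 and LMO7 among those rising. ATOH8 (ENSG00000168874.12; chromosome 2, 85751344 to 85791383) rose from 0.59 ± 0.04 to 6.75 ± 0.19 and 32.9 ± 1.23 CPM. ENPP2 rose from 0.19 ± 0.02 to 7.93 ± 0.42 and 36.4 ± 1.15 CPM, and LMO7 from 10.3 ± 0.37 to 38.7 ± 1.61 and 148 ± 3.42 CPM. LMO7 overlaps another gene on its strand and all of its expected counts were non-whole, so its level is uncertain. CACNG8 fell from 31.9 ± 1.17 to 4.51 ± 0.85 and 0.37 ± 0.09 CPM, CHRNA9 from 58.2 ± 2.43 to 9.28 ± 0.75 and 0.79 ± 0.14 CPM, and NHSL2 from 122.1 ± 2.84 to 24.3 ± 1.76 and 1.87 ± 0.18 CPM.

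The 6 gene lists were tested in the 3 comparisons, and 10 of the 18 camera tests passed an adjusted p of 0.05. All 10 held under fry, which passed 17 tests, and 0 held with an estimated inter-gene correlation, where the smallest adjusted p was 0.0862 and 3 tests had an unadjusted p under 0.05. The interferon response list had a median log2 fold change of 1.56 in ETS1-High against RFP (camera adjusted p 6.14e-10; 33 of 36 genes called higher, 2 lower), 1.12 in ETS1-Low against RFP (5.34e-07; 28 higher, 3 lower) and 0.20 in ETS1-High against ETS1-Low (0.00867; 23 higher, 4 lower). Adjusted over the list alone, 35, 31 and 27 of its genes passed, the same numbers as over all genes tested. Among its genes, TRIM22 rose from 4.64 ± 0.25 CPM in RFP to 68.9 ± 1.02 CPM in ETS1-High, OAS3 from 9.41 ± 0.72 to 79.1 ± 3.14 CPM, and BST2 from 1.53 ± 0.14 to 25.1 ± 0.44 CPM. BST2 was higher still in ETS1-Low, at 78.8 ± 0.50 CPM.

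Genes repressed by EWSR1::FLI1 had a median log2 fold change of 0.53 in ETS1-High against RFP (camera adjusted p 0.00844; 21 of 33 called higher, 10 lower) and 0.82 in ETS1-High against ETS1-Low (1.02e-08; 27 higher, 4 lower). In ETS1-Low against RFP their median was -0.29, which did not pass (0.562). IGFBP5 rose from 230.8 ± 4.04 CPM in RFP to 4280 ± 45.6 CPM in ETS1-Low and 7508 ± 209 CPM in ETS1-High, TGFBR2 from 5.90 ± 0.44 to 28.9 ± 1.08 and 59.3 ± 1.61 CPM, and CAVIN1 (listed as PTRF) from 81.3 ± 0.88 to 196.8 ± 4.60 and 249.7 ± 7.21 CPM. Genes activated by EWSR1::FLI1 also had positive medians, 0.41 in ETS1-High (camera adjusted p 0.00394; 30 of 44 higher, 12 lower) and 0.30 in ETS1-Low (0.00403; 30 higher, 13 lower), and 0.03 between the ETS1 groups (0.639). IL1RAP, KDSR and PADI2 had the smallest p-values among them, with log2 fold changes of 2.50, 1.97 and 4.41 in ETS1-High against RFP. Adjusted over the list alone, 31 repressed and 42 activated genes passed in ETS1-High against RFP, as over all genes.

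The focal adhesion list, of 57 tested genes, passed only in ETS1-High against ETS1-Low, with a median of 0.22 (camera adjusted p 0.00319; 34 called higher, 13 lower, and 49 passing adjusted over the list alone against 47 over all genes). Its medians against RFP were 0.25 in ETS1-High (0.201) and 0.03 in ETS1-Low (0.858). ITGA4 and FERMT1 rose in ETS1-High against RFP by 5.95 and 4.13 on the log2 scale, and ITGA7 fell by 2.53. Cell cycle genes had medians of 0.16 in ETS1-High (0.00862), 0.22 in ETS1-Low (0.000188) and -0.06 between the ETS1 groups (0.332), with RRM2, TYMS and CCNA2 higher by 1.35, 1.17 and 0.80 in ETS1-High against RFP. The genes around RRM2, TYMS and CCNA2 were themselves higher in that comparison, by local medians of 0.26, 0.77 and 0.39. Most of the TYMS rise therefore went with its region. ETS1 targets from other systems did not pass in any comparison, with medians of 0.05 (0.891), -0.10 (0.389) and 0.18 (0.528). In that list KDR fell by 6.55 and SPARC by 1.38 in ETS1-High against RFP, while TGFBR2 rose.

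**Figure D3:**
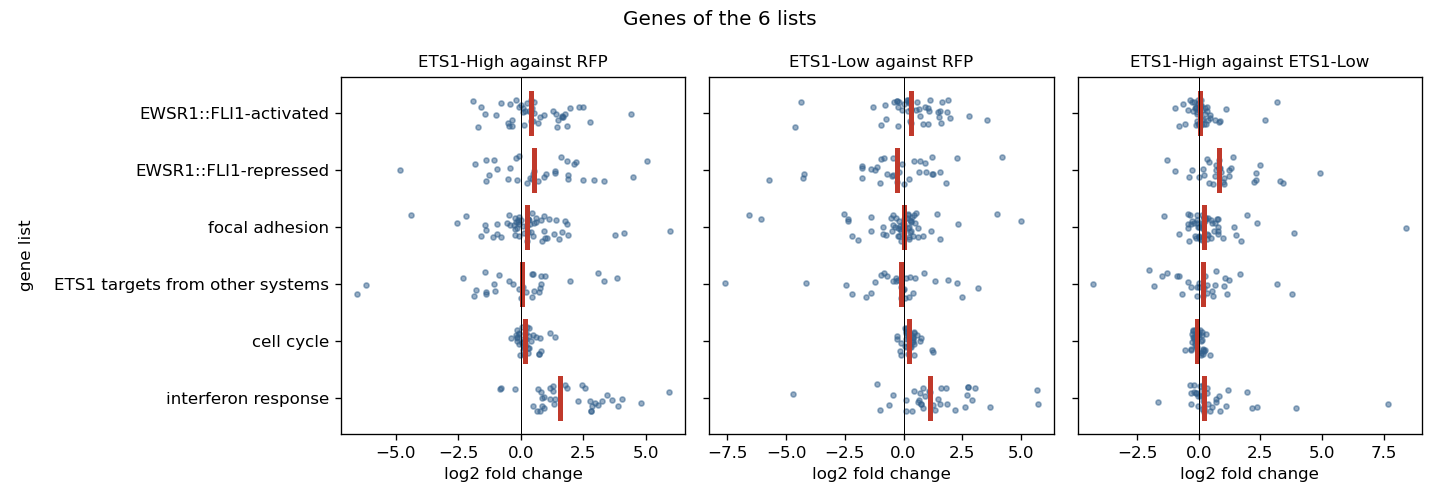
Log2 fold change of each tested gene (points) of the 6 lists in the 3 comparisons, with the median of each list as a vertical bar. The interferon response list has medians of 1.56 and 1.12 against RFP, and the list repressed by EWSR1::FLI1 has 0.82 in ETS1-High against ETS1-Low.

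Fold changes were not evenly spread along the genome. Over 153 windows of 20 Mb, the median log2 fold change lay beyond 0.25 in either direction in 46 windows for ETS1-High against RFP, 48 for ETS1-Low against RFP and 28 for ETS1-High against ETS1-Low. In 1000 permutations of gene positions the most were 5, 4 and 1 windows. The 489 expressed genes of chromosome 9 had a median of -0.59 in ETS1-Low against RFP, and 88.5% of them were lower relative to the median expressed gene. In ETS1-High against ETS1-Low their median was 0.45. Chromosome 5 had medians of -0.38 in ETS1-High and -0.45 in ETS1-Low against RFP, chromosome 2 of 0.43 and 0.27, and chromosome 11 of 0.30 and 0.31. In ETS1-High against ETS1-Low the medians of chromosomes 8, 10 and 15 were -0.32, -0.31 and -0.33.

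**Figure D4:**
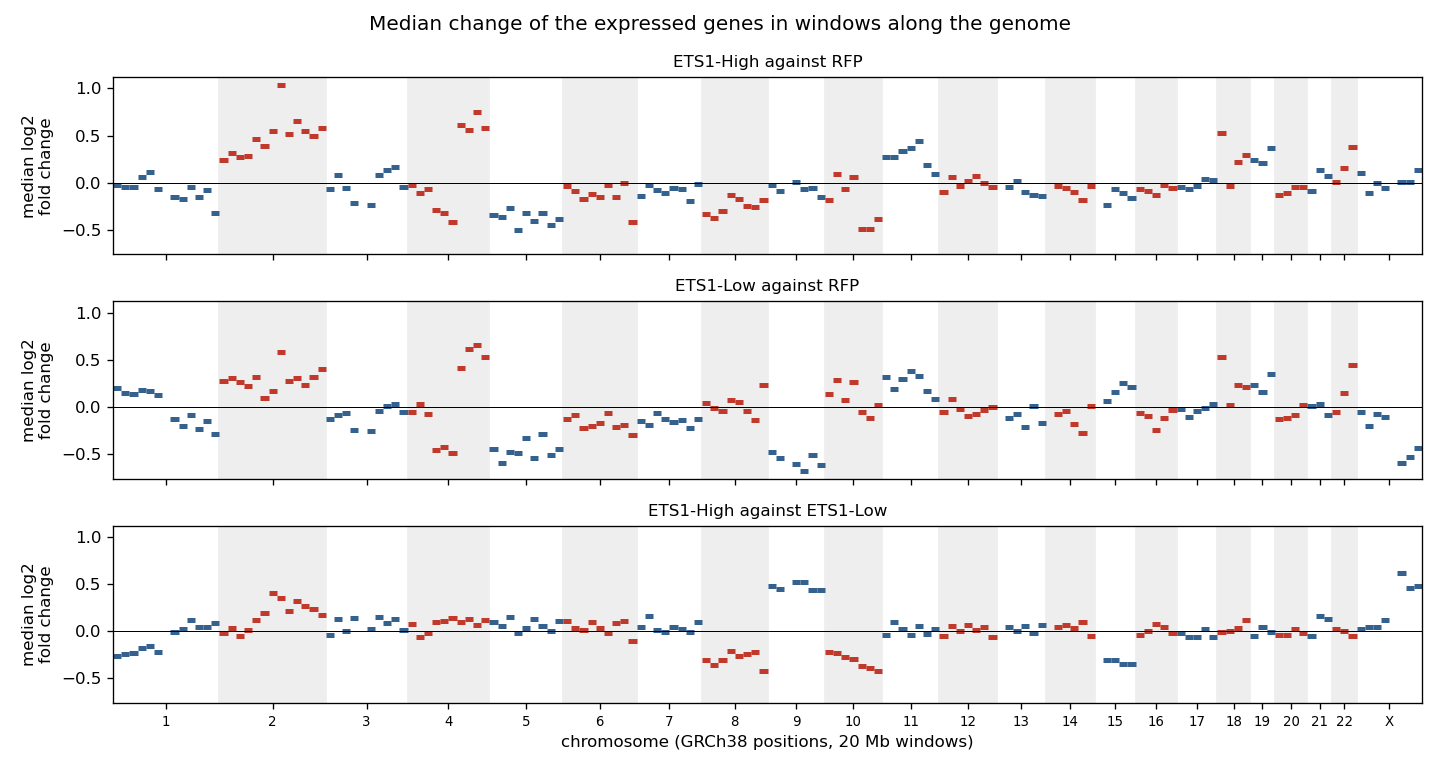
Median log2 fold change of expressed genes in 20 Mb windows ordered along the chromosomes (horizontal axis, GRCh38), for the 3 comparisons; each dash is a window and colours alternate by chromosome. Chromosome 9 lies at a median of -0.59 in ETS1-Low against RFP, and 46, 48 and 28 of the 153 windows lie beyond 0.25 in the 3 comparisons.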

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

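In this part, the tests of TNS3 against its region and against the ETS1 level, of EWSR1 against the threshold, and of the genes with opposite directions were chosen only after the results were seen. Each result here was picked out because ETS1-High and ETS1-Low differed from each other by the edgeR test or by camera.

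ETS1 itself differed between ETS1-High and ETS1-Low by a log2 fold change of 0.85, as the group labels imply, and in each library the level followed the label. TNS3 differed by 2.30, although ETS1-Low stood where RFP stood. A regional shift of chromosome 7 is argued against, since the difference between ETS1-High and ETS1-Low was 2.29 after the local median was removed. A level in proportion to ETS1 is argued against as well. The straight line between RFP and ETS1-High gives 67.5 CPM for TNS3 at the ETS1 level of ETS1-Low, and 22.9 ± 0.44 CPM was observed. A response of TNS3 that starts only above the ETS1 level of ETS1-Low may account for this, and so may a difference between clones that has nothing to do with ETS1. The design gives no further ETS1 level, so these stay open and neither was tested.

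FLI1 was higher in ETS1-High than in ETS1-Low by 0.22. After the local median was removed, 0.20 remained between the ETS1 groups and 0.37 between ETS1-High and RFP, most of the change in each case, which argues against a regional shift of chromosome 11 as the source. EWSR1 is reported with it although its difference between the ETS1 groups did not pass the threshold. Its rise of 0.34 in ETS1-High against RFP dropped to 0.15 after the local median was removed, so most of it went with its region, as the rule set beforehand required for a regional shift. What remained still passed the threshold (adjusted p 1.87e-05, edgeR), so by the later rule the region is not the whole source. Reads shared with other genes were not tested for EWSR1.

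Lists also differed between the ETS1 groups. Genes repressed by EWSR1::FLI1 had a median log2 fold change of 0.82, focal adhesion genes of 0.22 and interferon response genes of 0.20 in ETS1-High against ETS1-Low. Regional shifts are argued against as the whole source, since the medians after the local offset were 0.76, 0.20 and 0.24 and the tests still passed (camera adjusted p 2.25e-07, 0.00075 and 0.00916). The same holds for GC content, with medians of 0.85, 0.22 and 0.22 after the GC offset. A difference in ETS1 level and a difference between clones both stay open for these lists.

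The genes called against RFP in opposite directions numbered 1104. All 1104 were also called between ETS1-High and ETS1-Low, which nearly follows by construction, since opposite changes against shared RFP libraries add up. Among the genes named singly these were ZNF385D, ZNF804A and CHRDL1, at least 155-fold, 82.1-fold and 169-fold higher in ETS1-High than in ETS1-Low, and PDLIM1, at least 242-fold lower. After the local offset 859 genes were called in opposite directions, but only 473 (42.8%) of the 1104 were among them in the same directions. With the offsets shuffled over genes at least 589 stayed in each of 20 draws (mean 623), so an offset alone removes many of these genes and the real positions removed more. Regional shifts may therefore account for part of them. With DESeq2 size factors 1099 were, but these moved the fold changes against RFP by medians of only -0.011 in ETS1-High and -0.023 in ETS1-Low. That is too little to test the choice of scaling, which therefore cannot be told apart as a source. Expression states that differ between clones may account for the genes that are at the floor in a single ETS1 group. The labels do not say how many clones were sequenced, so this was not tested against an effect of the ETS1 level.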

How the results depend on the processing

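Offsets for GC content and for chromosome position were chosen after seeing the data, and the other alternatives before the data were examined. The counts of called genes stayed within 1.5 times of the reported ones under each alternative that tested for any change: from 9566 to 13587 in ETS1-High against RFP, from 9540 to 13437 in ETS1-Low against RFP and from 7368 to 10218 between the ETS1 groups. The correlation of the changes in ETS1-High and ETS1-Low ranged from 0.70 with no filter on low counts to 0.81. Genes called in both with the same direction ranged from 8377 to 9884 and graded genes from 2298 to 2897. The correlation and both of these numbers were not computed on the FPKM values, so their ranges leave those alternatives out. ETS1 (1.97 to 3.31 in ETS1-High against RFP), TNS3 in ETS1-High (1.95 to 2.36) and FLI1 (0.37 to 0.47) kept their direction. They stayed past the threshold in each fit that tested for any change, with those on FPKM included.

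The numbers of genes changed at least 2-fold depended on the treatment of low genes. Across the alternatives they ran from 1257 to 4694 in ETS1-High against RFP and from 1219 to 4475 in ETS1-Low against RFP. Between the ETS1 groups they ran from 430 to 2006. The reported numbers were 3626, 3555 and 1679, so the alternatives moved these numbers both up and down. In the order ETS1-High against RFP, ETS1-Low against RFP and ETS1-High against ETS1-Low, they were 2035, 1985 and 831 with at least 10 counts in every library, where fewer genes were tested. limma on FPKM gave 1257, 1219 and 430 with a pseudocount of 1 and a mean FPKM of at least 1, 1730, 1712 and 699 with a pseudocount of 0.1, and 1407, 1359 and 458 with a pseudocount of 1 and no filter. A pseudocount shrinks the changes of low genes by its construction. The test against a minimum 2-fold change, which was set only against these numbers, called 904 between the ETS1 groups. The share of higher calls was 38.4% and 36.8% against RFP on FPKM with no filter, against 49.8% and 51.2% as reported, and the cause was not tested.

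TNS3 in ETS1-Low against RFP lay near 0 and took the other sign, without passing the threshold, in several fits. Its log2 fold change was -0.0073 with DESeq2 size factors, -0.034 with upper-quartile factors, -0.0052 with DESeq2, -0.0081 with at least 10 counts, -0.066 on FPKM with a pseudocount of 1 with or without the filter, -0.084 with 0.1, and -0.092 with the GC offset. It ran from -0.023 to 0.049 across the 6 fits that each left out a library, negative only without RFP replicate 1. EWSR1 between the ETS1 groups passed the threshold at 0.066 with DESeq2, at 0.11 on FPKM with a pseudocount of 1 with or without the filter and at 0.12 with 0.1; its adjusted p ranged from 0.00541 to 0.879, and the cause was not tested.

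Among the lists, medians near 0 that had not passed changed sign. ETS1 targets in ETS1-High against RFP had -0.0091 with upper-quartile factors, -0.19 with no filter on low counts and -0.17 with the local offset. Focal adhesion genes in ETS1-Low against RFP had -0.024 with upper-quartile factors and -0.038 with the GC offset, and from -0.0092 to 0.013 across the 6 fits that each left out a library, negative without ETS1-Low replicate 2 or 3. Genes activated by the fusion had -0.0071 between the ETS1 groups with at least 10 counts and -0.010 in the fit of those groups alone. Interferon genes no longer passed between the ETS1 groups with at least 10 counts (0.17, adjusted p 0.125). Focal adhesion genes passed in ETS1-High against RFP with the local offset (0.24, adjusted p 0.0111).

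Estimating the inter-gene correlation removed all camera calls with unchanged medians: 0.41, 0.53, 0.16 and 1.56 in ETS1-High against RFP for the activated, repressed, cell cycle and interferon lists, 0.30, 0.22 and 1.12 in ETS1-Low against RFP for the activated, cell cycle and interferon lists, and 0.82, 0.22 and 0.20 between the ETS1 groups for the repressed, focal adhesion and interferon lists. fry, which tests each list on its own genes, also passed lists with medians of 0.25 and 0.051 in ETS1-High against RFP for focal adhesion and ETS1 targets, -0.29, 0.026 and -0.10 in ETS1-Low against RFP for repressed, focal adhesion and ETS1 target genes, and 0.18 and -0.062 between the ETS1 groups for ETS1 targets and cell cycle. Its direction was opposite to the median for ETS1 targets in ETS1-High against RFP (down), and for repressed (up) and focal adhesion genes (down) in ETS1-Low against RFP, so these set no direction.

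Of 1988 values of singly named genes under the alternatives, 1952 kept direction and side of the threshold, 29 no longer passed, 3 newly passed and 4 changed sign. CNTNAP2 between the ETS1 groups, with at most 4 counts in each library, had 0.0094 on FPKM with a pseudocount of 1, with or without the filter, and 0.080 with 0.1. CCNA2 between the ETS1 groups had -0.036 with the local offset. Its change without the offset was 0.090 and the local median around it 0.13, so its change of sign follows from removing that median. The causes of the other changes were not tested.

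The replicate numbers did not pair the libraries: deviations of libraries with the same number correlated from -0.03 to 0.03 over 9 pairs. With the replicate number as a block, 12701, 12729 and 10122 genes were called in the 3 comparisons, 9549 in both with the same direction and 2795 graded, and no call of the named genes changed.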

Other observations

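Tests of chance arrangement, of cell identity and of the slope against the ETS1 changes were chosen only after the results were seen.

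Of the 10 splits of the 6 libraries of a comparison into 3 and 3, only 1, the real split, gave as many called genes: 12627 in ETS1-High against RFP, 12663 in ETS1-Low against RFP and 10115 between the ETS1 groups, each in a fit of those 6 libraries. The other splits gave 0 called genes, with 30 to 56, 20 to 46 and 69 to 130 genes at an unadjusted p under 0.05. With 10 splits the share is never under 0.1, so the share alone cannot exclude chance in the grouping. On the first principal component the RFP libraries lay from -103 to -102 and the ETS1 libraries from 50.4 to 52.1. On the second, ETS1-Low lay from 49.0 to 49.5 and ETS1-High from -49.9 to -49.1. These gaps far exceed the spread within groups and argue against chance in the grouping of these libraries. They do not separate ETS1 from other differences between the cells of the groups.

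Fold changes shifted together over whole chromosomes and long segments. Permuted gene positions gave at most 4 windows beyond a median of 0.25 in ETS1-Low against RFP, against 48 observed, which argues against a chance arrangement. GC content and gene length are argued against too, as 49 windows lay beyond 0.25 after the GC offset and 49 after the length offset. Differences in the copy number of chromosome regions between the cells of the groups are a candidate explanation. On chromosome 9 in ETS1-Low against RFP, 88.5% of 489 genes were lower relative to the median expressed gene. The share elsewhere was 48.4%, which lies near balance by construction and is no separate control. Abundant and weak genes of chromosome 9 moved alike, with medians of -0.59 for 245 abundant and -0.59 for 244 weak genes. Between the ETS1 groups 93.9% of the chromosome's genes were higher in ETS1-High, again relative to the median expressed gene. On chromosome 4 the median in ETS1-High against RFP was -0.42 in the window from 100000001 to 120000000 and 0.62 in the next, and in ETS1-Low -0.49 and 0.41. DNA copy number was not analysed here. Were it the source, part of the called genes would follow from the cells chosen and not from ETS1; 11077 of the 12785 genes called in ETS1-High against RFP were also called after the local offset.

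The changes against RFP in ETS1-High and ETS1-Low correlated, with r of 0.81, and 0.70 with no filter on low counts. Sharing the RFP libraries is argued against as the whole source, since unchanged groups reached an r of at most 0.50 among the filtered genes; the unfiltered genes were not simulated. Regional shifts alone are argued against too, since r after the local offset was 0.81. The slope of the ETS1-High on the ETS1-Low changes was 1.01 (1.01 to 1.02 when a library was left out) over 12349 genes. The rule set beforehand took a slope over 1 as a mark of changes that grow with ETS1; the slope passed 1 by so little that this cannot be told apart from equal changes. Changes in proportion to the log2 change of ETS1 would give a slope near 1.36. The shared RFP libraries draw the slope toward 1, and how far they do so was not simulated. Of these genes, 982 were called with at least 2-fold change in both comparisons and in the same direction. Their median ratio of the ETS1-High to the ETS1-Low change was 1.04, where changes in proportion to ETS1 give about 1.36. Changes in proportion to ETS1 are therefore argued against for those 982 genes only.

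A response to ETS1 that is already complete at the lower level may give equal changes, and so may differences between RFP and both ETS1 groups that came from the cells chosen. There were 8 genes at the floor in both ETS1 groups and at 10 CPM or more in RFP, and 0 the other way round. Of the genes that mark identity, XIST had 643, 613 and 596 CPM in RFP, ETS1-Low and ETS1-High, RPS4Y1 and DDX3Y had at most 1 count in a library, CDKN2A had 0.606, 0.375 and 0.615 CPM, NR0B1 had 335, 417 and 369 CPM, and NKX2-2 had 89.5, 104 and 96.2 CPM. NR0B1 and NKX2-2 were called higher in ETS1-High (log2 fold changes of 0.14 and 0.10) and in ETS1-Low (0.32 and 0.21) than in RFP. RFP cells of another lineage within TC-32 cannot be told apart from an effect of ETS1 here. Such cells would set RFP apart just as the lack of added ETS1 does, and the labels do not say how many clones stand behind each group.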
